# Transcriptomic data sets examining several stress responses in *Zymomonas mobilis* strains

**DOI:** 10.1128/mra.01279-25

**Published:** 2026-02-25

**Authors:** Isabel Askenasy, Kevin S. Myers, Patricia J. Kiley

**Keywords:** *Zymomonas mobilis*, RNA-seq, transcriptomics, stress response, bioenergy, anaerobic, aerobic

## Abstract

We used RNA-seq to compare gene expression from *Zymomonas mobilis* ZM4 grown under various conditions: aerobic ± paraquat, anaerobic ± hydrogen peroxide, or an iron chelator. We analyzed two mutant strains lacking predicted transcription factors (ZMO_0442 and ZMO_1411) grown under aerobic or anaerobic conditions. We report the RNA-seq data from these experiments.

## ANNOUNCEMENT

*Zymomonas mobilis* ZM4 is an important, aero-tolerant gram-negative bacterium in bioenergy research due to its ability to produce and survive in large concentrations of ethanol (1), yet the transcriptional responses to many environmental stresses have not been extensively examined. 

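RNA from 8 groups of cultures, with 3 replicates (A, B and C) each, was compared through the deposited number of reads per gene in 24 libraries sequenced at JGI. The aerobic groups were the wild type with and without paraquat. The others were anaerobic, and DIP was added to medium without iron. The 12 libraries from Azenta were not analysed here. Reads assigned to genes ranged from 2410467 to 3201522 in the anaerobic control, 2511636 to 2981348 in the aerobic control, 2496853 to 3699111 with paraquat, 2460112 to 3296281 with H2O2, 3203843 to 3807700 without iron, 2509344 to 4511695 with DIP, 2824498 to 3253706 in ∆ZMO_1411 and 2863629 to 3716004 in ∆ZMO_0422. At these depths, simulated changes of 2-fold were found in 92% (∆ZMO_0422) to 99% (no iron) of the genes given them. Each gene was simulated with the same spread in all groups, so these shares do not tell the comparisons apart. Nor do they cover groups whose replicates differed more, such as H2O2. The paper gives the paraquat dose as 1.5 mM and the sample labels as 1.5 µM, and 1 label field also lists these cultures as anaerobic, while their titles and the paper have them as aerobic, which was followed here.
Counts were scaled by the TMM method and 1886 of 1902 genes passed a filter on low counts. Each group was compared with its control by edgeR's quasi-likelihood test fitted on all 24 libraries, with Benjamini-Hochberg adjustment. Genes were called changed at an adjusted p under 0.05. Expression is CPM after TMM scaling, as mean ± SD of 3 libraries. The sources used here do not say whether replicates were separate cultures, so p-values measure only the spread between these samples, which may be technical. The 12 lists of genes by function and the rule for naming genes were set before the data were examined, except for the case of product names and the genes from ZMO_0422 to ZMO_0431.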

We grew *Z. mobilis* under oxidative stress and iron limitation conditions and compared transcript abundance to non-stress conditions (Fig. 1). 

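In the ∆ZMO_0422 libraries, ZMO_0422 had 27, 28 and 30 reads (A, B and C), or 8.71 ± 0.719 CPM, against 107, 75 and 95 reads, or 31.1 ± 1.58 CPM, in the anaerobic wild type. In the ∆ZMO_1411 libraries, ZMO_1411 had 98, 103 and 92 reads, or 31.9 ± 0.518 CPM, against 1864, 1312 and 1756 reads, or 554 ± 17.7 CPM. Which part of each gene was deleted is not given in the sources used here.
Loss of ZMO_0422, annotated as a regulator of Fe-S cluster assembly, changed 9 genes, 8 of them higher and 1, ZMO_0422 itself, lower. Of the 8, 6 were the adjacent suf genes, whose products build Fe-S clusters. The gene for the scaffold protein SufB (ZMO_0423) rose from 213 ± 19.5 to 6806 ± 333 CPM (log2 fold change 4.99, standard error 0.13, adjusted p = 3.1e-17 by edgeR). The rise was 22.3-fold for sufC (ZMO_0425), 20.4-fold for ZMO_0426, 15.1-fold for the cysteine desulfurase ZMO_0427, 10.1-fold for ZMO_0428 and 8.80-fold for ZMO_0429. The next genes, ZMO_0430 (a nucleotidase) and ZMO_0431 (dapD), were 4.79-fold and 1.90-fold higher. Of 12 genes on the suf list, 6 were higher and 1 lower, also when adjusted over the list alone.
Loss of ZMO_1411, annotated as a transcriptional repressor, changed 631 genes, 33.5% of those tested. Of these, 351 were higher and 280 lower, 110 and 17 of them by at least 2-fold. Of 41 genes of iron uptake and storage, 15 were higher and 10 lower (19 and 12 adjusted over the list alone). The siderophore receptor gene ZMO_1631 rose from 16.4 ± 2.29 to 2494 ± 28.6 CPM (log2 fold change 7.23, standard error 0.71, adjusted p = 5.0e-08 by edgeR), and the receptor genes ZMO_1822 and ZMO_0188 rose 66.9-fold and 19.6-fold. The receptor gene ZMO_1522 fell 3.46-fold. Transcripts of fldA (ZMO_1851), for flavodoxin, which can replace the Fe-S protein ferredoxin, rose 111-fold, while those of the ferredoxin family gene ZMO_0220 were 4.45-fold lower. Of 17 genes of Fe-S dehydratases, the TCA cycle and isoprenoid synthesis, 2 were higher and 9 lower, also over the list alone; aconitase (ZMO_0543) was 2.61-fold lower. Among 20 genes of reactive oxygen defence, 7 were higher and 2 lower (the same over the list alone; 4 and 1 without control replicate A or mutant replicate C), with catalase (ZMO_0918) 3.90-fold higher. Of 23 genes of chaperones and proteases, 10 were higher and 4 lower (10 and 5 over the list alone, 6 and 4 by library size, 6 and 3 without mutant replicate B or control replicate C).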

*Z. mobilis* RNA was obtained from WT and two mutant strains lacking putative stress response transcription factors: ∆ZMO_0422 (Rrf2 family) and ∆ZMO_1411 (Fur family). 

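With oxygen, transcripts for glycolysis and ethanol formation fell and several for respiration and reactive oxygen defence rose. The sample labels have oxygen added to the aerobic control cultures, without a time. Long growth in air and a recent shift to it are therefore not told apart. Of 16 genes of the Entner-Doudoroff pathway, the glycolytic route of Z. mobilis, and of ethanol formation, 14 were lower and 2 higher in the aerobic than in the anaerobic wild type, also when adjusted over the list alone. Phosphoglycerate kinase (ZMO_0178) fell from 5429 ± 97.2 to 2503 ± 102 CPM (log2 fold change -1.12, standard error 0.13, adjusted p = 1.8e-06 by edgeR). Of 15 genes of the respiratory chain, 6 were higher (6 adjusted over the list alone), among them the cytochrome bd oxidase subunits ZMO_1571 (1.90-fold) and cydB (ZMO_1572, 1.97-fold) and the D-lactate dehydrogenase gene dld (ZMO_0256, 2.69-fold). Of the 20 genes on the reactive oxygen defence list, 5 were higher and 1 lower, also over the list alone. As 31.8% of all tested genes changed with oxygen, the number called does not by itself set this list apart. Catalase (ZMO_0918) rose from 160.5 ± 28.0 to 717 ± 77.4 CPM (log2 fold change 2.16, standard error 0.21, adjusted p = 1.2e-07 by edgeR).
Of 57 ribosomal protein genes, 28 were lower (38 over the list alone, and 11 to 18 with any 1 of the 6 libraries left out). Of 37 genes of flagella and chemotaxis, 15 were higher and 1 lower (17 and 1 over the list alone; 8 and 1 without aerobic replicate C). Over all genes tested, 599 changed, 330 higher and 269 lower, 64 and 12 of them by at least 2-fold. Scaling by library size alone moved the median log2 fold change by 0.19 and gave 664 higher and 127 lower genes. On that scale 8 ribosomal protein genes were lower, the lists of flagella and of reactive oxygen defence had 29 and 10 genes higher and 1 each lower, the respiratory list 8 higher and the Entner-Doudoroff list 2 higher and 12 lower, and the chaperone list went from 1 higher and 7 lower (2 and 7 over the list alone) to 5 higher and 3 lower.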

*Zymomonas* was grown in Rich Defined Medium (ZRDM) (2) buffered with 80 mM MES to pH 6.0 and supplemented with amino acids (5× supplement EZ, Teknova) and nucleobases (10× ACGU Solution, Teknova) at 30°C under aerobic (70% N_2_, 25% O_2_, and 5% CO_2_) and anaerobic (95% N_2_ and 5% CO_2_) conditions. To examine the response to low iron growth, anaerobic cultures were grown in ZRDM prepared without iron to mid-log phase when a subset was further treated with 5 µM α,α′-dipyridyl (DIP) for 20 min before collection. 

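DIP, a chelator of ferrous iron, raised a small set of iron uptake genes over the level in medium without iron, while that medium alone gave 1 gene past the test. This was dapE (ZMO_1632), at 627 ± 293 against 299 ± 18.5 CPM (log2 fold change 1.07, standard error 0.19, adjusted p = 0.03 by edgeR). At an unadjusted p under 0.05 there were 66 of 1886 genes, below the share of 0.05 that chance alone would give. DESeq2 called 2. The call of dapE was lost without replicate C of the no-iron group (log2 fold change 0.62), and also without control replicate A (1.08), B (1.02) or C (1.10). Adjusted over the list alone, 3 iron uptake genes were higher and 1 lower. The siderophore receptor gene ZMO_1631 had 15.8, 39.9 and 204 CPM in no-iron replicates A, B and C, against 16.4 ± 2.29 CPM in the control, a log2 fold change of 2.38 that did not pass (standard error 0.68, adjusted p = 0.57 by edgeR). Without no-iron replicate A, ZMO_1631 passed (log2 fold change 2.87), as did the ferrous iron transport genes ZMO_1540 (1.61) and ZMO_1541 (1.52).
With DIP, 32 genes changed relative to no iron alone, 26 higher and 6 lower (DESeq2: 33 and 13), 19 and 3 of them by at least 2-fold. Of the 41 iron uptake and storage genes, 10 were higher (10, and 1 lower, over the list alone). ZMO_1631 had 661, 2240 and 3654 CPM in DIP replicates A, B and C (log2 fold change 4.66, standard error 0.60, adjusted p = 3.5e-05 by edgeR). The receptor genes ZMOp39x007, ZMO_1822, ZMO_0188 and ZMO_1568 rose 10.7-, 9.10-, 5.59- and 2.49-fold and fldA (ZMO_1851) 10.6-fold. Without no-iron replicate C, the log2 fold changes were 6.27 (ZMO_1631), 4.04 (ZMOp39x007) and 3.93 (ZMO_1822). Without DIP replicate C, that of ZMO_1631 was 4.07. ZMO_1860, of a family that includes iron transporters, was 2.35-fold lower.
All 26 genes higher with DIP were also among the 351 higher in ∆ZMO_1411, where 4.84 would be expected of independent lists (one-sided Fisher's exact test, adjusted p = 2.9e-19 over 6 overlap tests), and 5 of the 6 lower genes were also lower there (0.891 expected, adjusted p = 0.00074). These comparisons share no library, and genes are not independent replicates.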

To examine the response to hydrogen peroxide, mid-log phase anaerobic cultures were treated with 15 µM hydrogen peroxide for 20 min before collection. 

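H2O2 changed 1370 genes, among them all 20 on the list of reactive oxygen defence, 19 higher and 1 lower, also when adjusted over the list alone (18 and 1 by library size; 21 and 3 of 25 with product names read in any case). The peroxiredoxin gene ZMO_1732 rose from 501 ± 58.5 to 19128 ± 1045 CPM (log2 fold change 5.25, standard error 0.21, adjusted p = 3.2e-15 by edgeR). Superoxide dismutase (ZMO_1060) rose 28.5-fold, glutaredoxin grxC (ZMO_0753) 28.8-fold and gorA (ZMO_1211) 19.7-fold.
Of the 41 iron genes, 22 were higher and 8 lower, also over the list alone (18 and 15 by library size). As 72.6% of all tested genes changed with H2O2, the number called does not by itself set this list or those below apart. Both bacterioferritin genes, ZMO_1410 and ZMO_1586, rose, by 6.02- and 7.71-fold, as did the receptor gene ZMO_0001 (35.4-fold) and fldA (ZMO_1851, 85.0-fold). Of 21 genes of sulfur assimilation, 14 were higher and 1 lower, also over the list alone (10 and 6 by library size), and cysteine synthase cysK (ZMO_0748) rose 23.1-fold. Of the 12 genes on the suf list, 8 were higher (8 over the list alone, and 5 higher and 3 lower by library size). This list also holds genes away from ZMO_0422, such as the SufE family gene ZMO_1067 and nifS (ZMO_1834). ZMO_0422 rose from 31.1 ± 1.58 to 622 ± 93.9 CPM (log2 fold change 4.32, standard error 0.15, adjusted p = 3.2e-16 by edgeR), sufB 11.7-fold, sufC 5.01-fold and ZMO_0426 2.45-fold. The log2 fold changes of ZMO_0427 and ZMO_0429 were 0.057 and -0.20 and did not pass. By library size they were -0.35 and -0.60, and that of ZMO_0429 passed. ZMO_0428 had a log2 fold change of 0.42 (adjusted p = 0.025 by edgeR), a call lost without H2O2 replicate A (0.34) or control replicate A or B (0.39 each), on the 6 libraries alone (0.40) and by library size (0.013).
Of 23 genes of chaperones and proteases, 15 were higher and 3 lower, also over the list alone (12 and 8 by library size), and clpA (ZMO_0405) rose 12.6-fold. Calls were 716 higher and 654 lower, 353 and 268 of them by at least 2-fold. Scaling by library size alone moved the median log2 fold change by -0.40 and gave 473 higher and 983 lower genes. Of 57 ribosomal protein genes, 3 were higher and 36 lower on that scale, and 17 and 14 by TMM (15 and 14 over the list alone, 11 and 25 without replicate A). Without replicate A, which stood apart, 1446 genes changed, and 1088 with the spread taken from the 6 compared libraries alone.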

To test the response to a redox cycling agent, anaerobic cultures at mid-log phase were shifted to aerobic growth for 20 min, and 1.5 mM paraquat was added for 20 min before collection. 

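Paraquat, which passes electrons to oxygen and so forms superoxide, raised suf genes and part of those for redox defence over the aerobic control. The paper has these cultures 20 min in air before paraquat, and the sample labels have oxygen added to the controls too, without a time, so paraquat and time in air are not separated. Of the 20 genes of reactive oxygen defence, 8 were higher and 1 lower, also when adjusted over the list alone (8 and 2 by library size). The peroxiredoxin gene ZMO_1732 rose from 612 ± 32.6 to 10185 ± 2546 CPM (log2 fold change 4.06, standard error 0.20, adjusted p = 6.4e-12 by edgeR), gorA (ZMO_1211) 6.48-fold and grxC (ZMO_0753) 5.88-fold. Of the 12 genes on the suf list, 8 were higher (8 over the list alone, 7 by library size), among them ZMO_0422 (log2 fold change 1.72), sufB (2.93-fold) and ZMO_0429 (2.05-fold). Of 17 genes of Fe-S dehydratases, the TCA cycle and isoprenoid synthesis, 4 were higher and 2 lower (4 and 3 adjusted over the list alone); by library size, 4 and 5. Among them, dihydroxy-acid dehydratase (ilvD, ZMO_1792), an Fe-S enzyme, rose 2.95-fold. Of 15 respiratory chain genes, 3 were higher (3 over the list alone; 3 and 1 lower by library size), with dld (ZMO_0256) 4.66-fold. The (2Fe-2S)-binding protein gene ZMO_2019 had 17.8 ± 9.60 CPM with paraquat and 1.92 ± 1.28 without (log2 fold change 3.25, standard error 0.65, adjusted p = 9.6e-04 by edgeR; 3.89 without control replicate B), and 14.2 ± 1.45 in the anaerobic control.
In all, 263 genes changed, 170 higher and 93 lower, 54 and 11 of them by at least 2-fold. Scaling by library size alone moved the median log2 fold change by -0.11 and gave 126 higher and 248 lower genes. Of the 8 genes higher in ∆ZMO_0422, 7 were also higher with paraquat, where 0.721 would be expected of independent lists (one-sided Fisher's exact test, adjusted p = 9.6e-07 over 6 overlap tests), and 0 with DIP (0.110 expected). The 7 genes are neighbours (ZMO_0423 and ZMO_0425 to ZMO_0430). The test counts this single locus as 7 independent genes, so its p-value overstates the evidence.

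**Figure D1:**
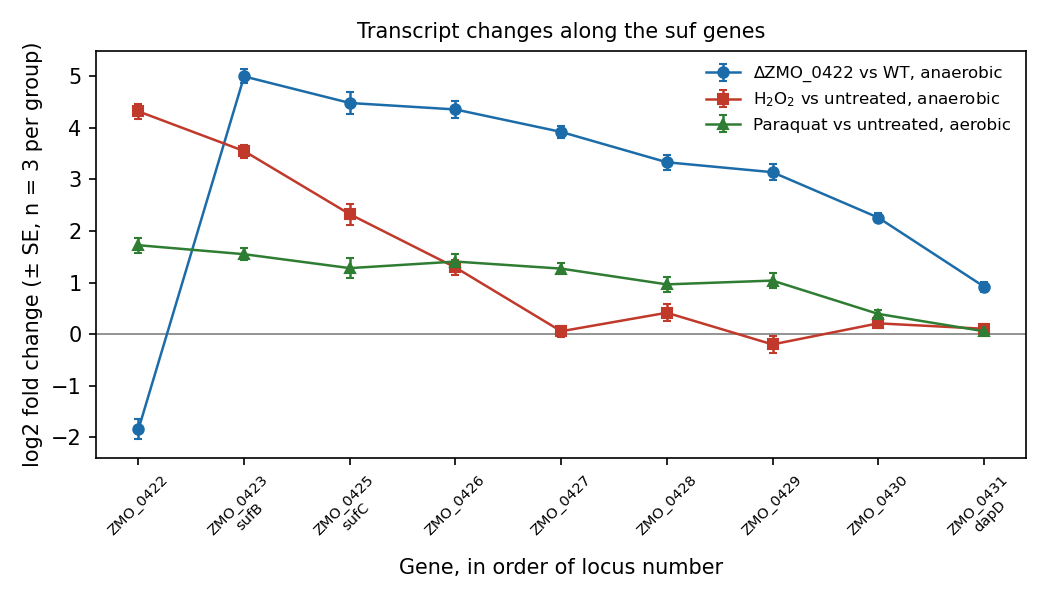
log2 fold change (± standard error, 3 libraries per group) of ZMO_0422 to ZMO_0431 by locus number, in ∆ZMO_0422 (circles), with H2O2 (squares) and with paraquat (triangles), each against its control. In ∆ZMO_0422 the values run from 4.99 at sufB to -1.84 at ZMO_0422 itself, and with H2O2 from 4.32 at ZMO_0422 to -0.20 at ZMO_0429 (-0.60 by library size).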

Ten milliliters of cells was added to 1 mL of cold 5% vol/vol phenol:ethanol mixture and centrifuged, and pellets were stored on dry ice. Nucleic acid was extracted using a hot phenol protocol and ethanol precipitation (3). DNA was removed by treatment with TURBO DNase (Thermo Fisher Scientific) at 37°C for 1 h. RNA was isolated using phenol extraction and ethanol precipitation or the Monarch Spin RNA Cleanup Kit following standard protocols (NEB) and resuspended in RNAse-free water. The concentration and quality were determined using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and an Agilent TapeStation (Agilent Technologies), respectively.

**Fig 1:**
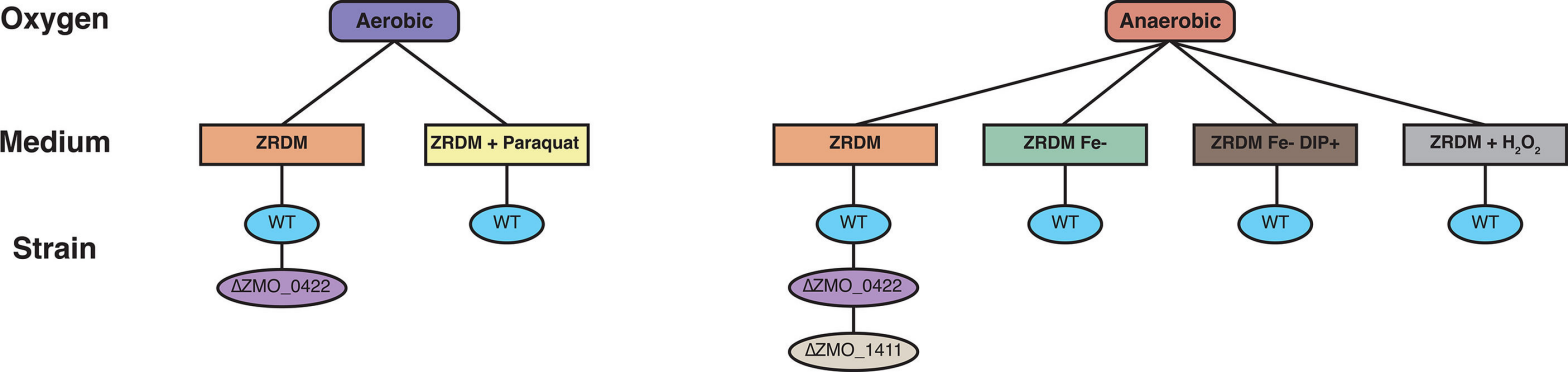
Growth conditions used for RNA-seq samples. A schematic shows the growth conditions for the RNA-seq samples described in terms of oxygen presence or absence (top line, rounded boxes), growth media (second line, boxes), and strains grown (bottom line, ovals). Full descriptions and replicate information can be found in Table 1.

Samples were submitted either to the Joint Genome Institute (JGI) or Azenta (formally GeneWiz) for library preparation and sequencing. Ribosomal RNA species were depleted using the QIAseq FastSelect bacteria kit (Qiagen). Strand-specific RNA sequencing libraries were prepared using the TruSeq stranded mRNA kit (Illumina) at JGI or the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) at Azenta. Briefly, first-strand synthesis was performed using random primers, and second-strand cDNA was synthesized using dUTP. cDNA fragments were adenylated at 3′ ends, and indexed adapters were ligated to cDNA fragments. Limited cycle PCR was used for library enrichment. The incorporated dUTP in the second-strand cDNA quenched the amplification of the second strand, preserving strand specificity. The sequencing library was validated on an Agilent TapeStation (Agilent Technologies) and quantified using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific).

Samples were run using 2 × 150 bp paired-end configuration according to manufacturer’s instructions on an Illumina NovaSeq 6000 (JGI) or on an Illumina HiSeq 4000 (Azenta) (Table 1). Total reads from the samples ranged from 7,976,538 to 37,205,687 reads (Table 1). 

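In the 24 libraries analysed here, Table 1 lists 7940926 (DIP replicate A) to 14345688 (DIP replicate C) reads. The column totals of the deposited counts, special categories included, were 32.6% to 37.5% of those numbers, and reads assigned to genes 28.5% to 32.3%. The table heads them as paired reads, and all 24 are even, against 5 of the 12 from Azenta. If they count both mates, the shares of pairs are larger. TMM factors were 0.708 to 0.803 with H2O2, 1.14 to 1.17 in the aerobic control, 1.06 to 1.08 with paraquat and 0.988 to 1.04 elsewhere.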

Raw FASTQ files without any additional filtering were uploaded to National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA). These data will expand our understanding of *Z. mobilis* stress responses and aid in engineering this important organism for various industrial applications.

**TABLE 1:** Summary of RNA-seq sample data^*a*^

Sample	Strain	Growth condition	Replicate number	Total paired reads	SRA accession number
ZM4-Dfur-1	*∆*ZMO_1411	Anaerobic	A	10,642,142	SRX29980582
ZM4-Dfur-2	*∆*ZMO_1411	Anaerobic	B	10,438,430	SRX29980583
ZM4-Dfur-3	*∆*ZMO_1411	Anaerobic	C	9,720,982	SRX29980584
ZM4-DrsuR-1	∆ZMO_0422	Anaerobic	A	9,469,602	SRX29980585
ZM4-DrsuR-2	∆ZMO_0422	Anaerobic	B	10,319,434	SRX29980586
ZM4-DrsuR-3	∆ZMO_0422	Anaerobic	C	11,521,078	SRX29980587
ZM4-DrsuR-4*	∆ZMO_0422	Anaerobic	D	37,305,687	SRX30019660
ZM4-DrsuR-5*	∆ZMO_0422	Anaerobic	E	34,391,133	SRX30019662
ZM4-DrsuR-6*	∆ZMO_0422	Anaerobic	F	31,539,542	SRX30019664
ZM4-DrsuR-1*	∆ZMO_0422	Aerobic	A	36,247,731	SRX30019659
ZM4-DrsuR-2*	∆ZMO_0422	Aerobic	B	37,305,687	SRX30019661
ZM4-DrsuR-3*	∆ZMO_0422	Aerobic	C	34,391,133	SRX30019663
ZM4-WT_PQ-1	WT	Aerobic + 1.5 mM Paraquat	A	10,500,872	SRX29980588
ZM4-WT_PQ-2	WT	Aerobic + 1.5 mM Paraquat	B	8,662,454	SRX29980589
ZM4-WT_PQ-3	WT	Aerobic + 1.5 mM Paraquat	C	12,165,538	SRX29980590
ZM4-WT_Control-NoFe-1	WT	Anaerobic + Fe-depleted media	A	10,276,196	SRX29980591
ZM4-WT_Control-NoFe-2	WT	Anaerobic + Fe-depleted media	B	12,580,238	SRX29980592
ZM4-WT_Control-NoFe-3	WT	Anaerobic + Fe-depleted media	C	10,570,882	SRX29980593
ZM4-WT_NoFe-DIP-1	WT	Anaerobic + Fe-depleted media + 5 µM DIP	A	7,940,926	SRX29980594
ZM4-WT_NoFe-DIP-2	WT	Anaerobic + Fe-depleted media + 5 µM DIP	B	10,610,018	SRX29980595
ZM4-WT_NoFe-DIP-3	WT	Anaerobic + Fe-depleted media + 5 µM DIP	C	14,345,688	SRX29980596
ZM4-WT_H2O2-1	WT	Anaerobic + 15 µM H_2_O_2_	A	11,526,450	SRX29980597
ZM4-WT_H2O2-2	WT	Anaerobic + 15 µM H_2_O_2_	B	8,050,962	SRX29980598
ZM4-WT_H2O2-3	WT	Anaerobic + 15 µM H_2_O_2_	C	10,209,482	SRX29980599
ZM4-WT_O2+control-1	WT	Aerobic	A	9,787,908	SRX29980600
ZM4-WT_O2+control-2	WT	Aerobic	B	8,658,572	SRX29980601
ZM4-WT_O2+control-3	WT	Aerobic	C	10,269,892	SRX29980602
ZM4-WT_O2+control-4*	WT	Aerobic	D	32,745,805	SRX30019665
ZM4-WT_O2+control-5*	WT	Aerobic	E	29,040,526	SRX30019670
ZM4-WT_O2+control-6*	WT	Aerobic	F	32,846,268	SRX30019668
ZM4-WT_O2-control-1	WT	Anaerobic	A	10,275,706	SRX29980603
ZM4-WT_O2-control-2	WT	Anaerobic	B	7,976,538	SRX29980604
ZM4-WT_O2-control-3	WT	Anaerobic	C	9,926,242	SRX29980605
ZM4-WT_O2-control-4*	WT	Anaerobic	D	30,272,223	SRX30019666
ZM4-WT_O2-control-5*	WT	Anaerobic	E	29,040,526	SRX30019669
ZM4-WT_O2-control-6*	WT	Anaerobic	F	32,846,268	SRX30019667

^*a*^ Sample names marked with * indicate samples sequenced at Azenta (formally GeneWiz). All other samples were sequenced at JGI.

## Data Availability

All RNA-seq files are available from NCBI GEO (accession numbers GSE304360 and GSE304389) and SRA (accession numbers PRJNA1300971 and PRJNA1301238).

How the deposited data were processed for this re-analysis (not part of the article)

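Each of the 24 RNA-seq libraries was tied to its condition and replicate letter through its name, which Table 1 and the sample labels share. The authors deposited a table of raw read counts per gene and a table of FPKM values. The submitters' processing notes name Trimmomatic 0.3, BWA 0.7.17, Picard 2.26.10, SAMtools 1.2, HTSeq 0.6.0 and edgeR 3.30.3, without the settings used; the genome build and the strand setting of the counting are not given in the sources used here, so no coordinates are printed. The authors' FPKM values were used for gene names and for a check: 97.9% of 44466 values with at least 10 counts lay within 1% of the count divided by gene length and by the column total, special categories included. Its 32 columns of log2 values and averages were not used.

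The count table holds 1902 genes and 5 special categories, which made up 12.3% to 15.8% of a column total and were left out of library sizes and tests. Names and products come from the deposited table, and gene lengths for 1885 genes from the RefSeq table of assembly ASM305457v1. Counts in genes were 2410467 to 4511695 (median 3091122). No replicate pair differed by less than the sampling noise.

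With edgeR 4.0.16 in R 4.3.3, counts were scaled by TMM, genes were filtered by expression within groups, which kept 1886, and a quasi-likelihood model with the group as its only term was fitted on all 24 libraries. Of 7 comparisons, 5 share the anaerobic control (each mutant, H2O2, no iron and oxygen); paraquat was set against the aerobic control and DIP against no iron. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and also counted at 2-fold or more. The standard error is the log2 fold change divided by the square root of its F statistic. Calls shared by comparisons were tested only between comparisons without a common library, by one-sided Fisher's exact tests. Named genes come from the 8 largest rises and falls of each comparison among called genes whose 3 libraries all lie on one side of the 3 controls (chance gives this for 10% of genes), up to 4 members of each of the 12 lists with the smallest adjusted p, and the genes the paper names. All genes from ZMO_0422 to ZMO_0431 were added after their values were seen. Lists were drawn up by rules on symbols, product names and locus numbers; the case of product names was settled after the counts were seen, because some words matched inside others.

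The test was first run on simulated counts with 200 of 1886 genes changed, and gave from 2 (∆ZMO_0422) to 16 (∆ZMO_1411) false calls. Alternatives were DESeq2 1.42.0, RLE factors, library sizes alone, no filter, the 6 compared libraries alone, the replicate letter as a block and each replicate left out in turn.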

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

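Of the tests below, those of the suf genes with paraquat, of the mixture in the no-iron group and of H2O2 replicate A were chosen after the results were seen. The signals lie in data the paper does not discuss and exceed the level in the control libraries.

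ZMO_0430, next to the suf genes, rose 4.79-fold in ∆ZMO_0422, and ZMO_0422 itself with a log2 fold change of 4.32 in the wild type with H2O2, where the values were 1.29 at ZMO_0426 and 0.057 at ZMO_0427. ZMO_0430 also rose in the wild type with paraquat (log2 fold change 0.39, standard error 0.080) and, by TMM, with H2O2 (0.21, standard error 0.082; not past the test without control replicate A, at 0.18, and -0.19 scaled by library size alone), which argues against the deletion being needed for a rise, though how much of the mutant's rise comes from the altered allele stays open. In the run of 18 ribosomal protein genes ZMO_0517 to ZMO_0534, the last 4 genes differed from the first 4 by 0.22 with H2O2 (standard error 0.092). The standard error takes the genes as independent. If this run is a long transcript, its values argue against a general loss of one end of such transcripts with H2O2. The run was chosen by locus number only, and loss from newly induced transcripts was not tested. A rise that fades as steeply along these genes whenever they are induced is argued against by paraquat. There the mean log2 fold change of ZMO_0427 to ZMO_0429 was 0.773 (standard error 0.0743) of that of ZMO_0423, ZMO_0425 and ZMO_0426. This ratio of log2 values, not of folds, was 0.751 in ∆ZMO_0422 and 0.0383 with H2O2. By library size, ZMO_0427 to ZMO_0429 were at -0.35, 0.013 and -0.60 with H2O2. Why they rose less than the others with H2O2, or not at all, stays open.

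In H2O2 replicate A, 218 genes lay over 1 log2 unit from the mean of B and C (66 of them higher), against 17 between B and C and 7 in control replicate A. Lower in A were medians of the SOS and DNA repair list (-0.52) and the chaperone list (-0.47), and higher those of ribosomal proteins (0.53) and of the Entner-Doudoroff and ethanol list (0.43). Of the 218 genes, 63.3% lay outside the span between the control and the other replicates by over 0.5, which argues against untreated RNA mixed into A, and the correlation of A's deviation with coding length across genes was -0.057 (Spearman), which argues against a loss that depends on length. The same response, weaker by 1 factor for all genes, would also place A inside that span, so the 63.3% argue against it for these genes. A stronger one would make A minus B correlate positively with C minus control, and A minus C with B minus control. Across these genes the correlations were -0.18 and -0.32, which argues against it. A response whose strength differs between genes stays open. Sampling time was not tested.

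In no-iron replicate C, ZMO_1631 had 204 CPM, against 15.8 and 39.9 in replicates A and B and 13.9 to 18.4 in the control. RNA or reads from a DIP library mixed into C would give all 26 genes higher with DIP the same mixed-in share. The spread of these shares was 13.8 to 65.0 times that of counting error (chi-square per degree of freedom, by the DIP replicate taken as source). Replicates of these 2 groups also differed beyond counting error, by 4.37 to 21.1 times in counts over all genes. That is another measure on a wider set of genes, so it sets no limit for the shares, and such a mixture stays open. So does a lower iron level in that culture; no biological explanation was tested.

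Of the 43 tested genes with the locus prefix ZMOp36x, 23 were higher with oxygen, at a median log2 fold change of 0.66.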

How the results depend on the processing

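Of 1644 values of named genes under alternatives, 1610 kept their direction and side of the threshold, 13 lost the call, 10 gained it and 11 reversed, none of which had been called except that of ZMO_0430. By DESeq2 the counts were 10 (∆ZMO_0422), 46 (DIP), 642 (oxygen) and 2 (no iron). Fitted on the 6 compared libraries alone, they were 13 (∆ZMO_0422), 861 (∆ZMO_1411), 1088 (H2O2), 425 (paraquat), 47 (DIP), 921 (oxygen) and 0 (no iron, 167 at an unadjusted p under 0.05). Scaled by library sizes alone, no iron gave 0 genes (58 so). Log2 fold changes then reversed for ZMO_0422 (0.14) and ZMO_1411 (0.023) with oxygen, and for ZMO_0427 (-0.35), ZMO_0430 (-0.19) and ZMO_1411 (-0.32) with H2O2. These reversals follow from the shift of the median by that scaling. ZMO_1411 with oxygen gained a call as lower by DESeq2 (-0.19), by RLE factors (-0.19), on the 6 libraries alone (-0.18) and without aerobic replicate C (-0.23). With paraquat it gained a call as lower by library size (-0.26). Calls lower in both ∆ZMO_1411 and DIP numbered 10 by DESeq2 and 3 at 2-fold or more. For ZMO_1411 without iron, the value was -0.0012 by DESeq2 and -8.4e-05 without a filter; the cause of these and of the DESeq2 changes was not tested. With 1 replicate left out, the counts were 9 to 11 (∆ZMO_0422), 495 to 547 (∆ZMO_1411), 1311 to 1446 (H2O2), 199 to 230 (paraquat), 24 to 37 (DIP), 441 to 543 (oxygen) and 0 to 4 (no iron, 0 without its replicate C, with 39 at an unadjusted p under 0.05, or without any 1 control replicate, and 4 without its replicate A). Values that changed sign there ran from -0.26 to 0.022 (ZMO_0422) and -0.039 to 0.037 (ZMO_1411) without iron, and from -0.025 to 0.17 (ZMO_0427) with H2O2. With a replicate block the counts were 9 (∆ZMO_0422), 617 (∆ZMO_1411), 1372 (H2O2), 258 (paraquat), 32 (DIP), 596 (oxygen) and 1 (no iron). The deviations of each gene's log2 CPM from its group mean were correlated between samples of the same letter, at -0.31 to 0.23. In no comparison did all 3 letters lie above 0.1 or each correlate best with its own letter. For DIP against no iron the values were 0.23 (A), -0.064 (B) and 0.21 (C). ZMO_1631, ZMO_0188, ZMOp39x007, ZMO_1822, ZMO_1568 and ZMO_1851 rose in the order A, B, C in both of these groups. ZMO_1850 and ZMO_0064 were also higher in C than in A in both. Their B was out of order, lowest without iron for ZMO_1850 and highest with DIP for ZMO_0064. Whether the letters pair the samples of these groups stays open. Removal of rRNA genes was not run because the table holds 0 of them. At these depths, of 1.5-fold changes simulated with the same spread in all groups, 70% (∆ZMO_1411) to 85% (paraquat) were found.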

Differences from the paper's values

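The paper's text gives 7976538 and 37205687 as the lowest and highest numbers of total reads, and the lowest and highest in its Table 1 are 7940926 and 37305687.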

Other observations

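Of 37 tested plasmid genes with the locus prefix ZMOp33x, 21 were higher with oxygen (median log2 fold change 0.68). In ∆ZMO_1411, 19 of the 43 ZMOp36x genes were higher (median 0.54).

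Of 21 nitrogen fixation genes, 6 were higher and 2 lower with H2O2 (3 and 1 over the list alone; 5 and 4 without replicate A, 4 and 1 without replicate B or control replicate C), but 1 higher and 8 lower by library size. The 23 SOS and DNA repair genes split with H2O2 into 9 higher and 9 lower (also over the list alone; 7 and 12 by library size), with lexA (ZMO_0199) 4.80-fold higher. On the Entner-Doudoroff and ethanol list, 10 of 16 genes were higher with H2O2 by TMM (10 over the list alone, 8 and 2 lower without replicate A), and 4 higher and 7 lower by library size. Of the 26 genes higher with DIP, 19 were also higher with H2O2, where 9.87 would be expected of independent lists (one-sided Fisher's exact test, adjusted p = 0.00036 over 4 tests, chosen after the data were seen), and 2 of the 6 lower genes were shared (2.08 expected, adjusted p = 0.68). By the other 2 tests, ∆ZMO_1411 and paraquat shared 51 higher (31.6 expected, adjusted p = 0.00021) and 34 lower genes (13.8, adjusted p = 3.4e-07). Genes are not independent replicates in these tests. Some genes higher with both H2O2 and DIP are neighbours, such as ZMO_1540 to ZMO_1542 and ZMO_1629 to ZMO_1632. The test counts them as independent, so its p-value overstates the evidence.

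Each set of 6 libraries has 10 splits, too few for a share under 0.05. In each comparison 1 split, the real one, reached the real count. The real count and the highest other were 9 and 1 for ∆ZMO_0422, 631 and 0 for ∆ZMO_1411, 1370 and 186 for H2O2, 263 and 9 for paraquat, 1 and 0 for no iron, 32 and 1 for DIP, and 599 and 0 for oxygen.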
